A study of Bos taurus with 24 samples (transcriptomic, total RNA). Its data were reported in "Differential responsiveness of Holstein and Angus dermal fibroblasts to LPS challenge occurs without major differences in the methylome" (2016).

How the data were processed

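Messenger RNA was sequenced from dermal fibroblasts, the connective tissue cells of the skin, that had been cultured from 4 Holstein and 4 Angus heifers. Each culture was sampled before lipopolysaccharide (LPS, a cell wall component of Gram-negative bacteria, at 100 ng/ml) and at 2 h and 8 h after its addition, which gave 24 samples in 6 groups of 4. The group and the animal number of each sample were taken from the sample labels. Lysates of duplicate wells were pooled before RNA extraction, so each sample stands for 1 animal at 1 time point. Polyadenylated RNA was made into Illumina TruSeq libraries. Methylation sequencing of the same cultures was not in the files analysed here.

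The authors trimmed and filtered the reads on base quality, uncalled bases and length, aligned them to the bovine genome build UMD v3.1 with NextGENe 2.3.4, and wrote a table per sample. The read counts in these tables are raw whole-number counts per row that the authors deposited without normalization. Beside the count, the deposited table gives the mean coverage of each row, which was used only to check how reads had been counted. A row is either the span of an annotated gene from its start to its end, introns included, or an interval without a gene symbol. Such an interval can overlap a gene row, as on chromosome 20, where that from 3159608 to 3535865 overlaps FGF18. There were 59846 rows, of which 27550 carried a gene symbol and 32296 did not. A total of 3890 rows overlapped an earlier row. The summed counts were 1.5 to 1.712 times the number of matched reads (median 1.522), so a read could be credited to more than 1 row. Because rows are whole gene spans, the counts cannot separate exons from introns or untranslated regions, and overlapping genes on opposite strands share counts. Symbols on several rows (169 symbols) and members of gene families such as the serum amyloid A and MX genes are therefore less certain than single-copy genes. Positions are given as in the tables, on UMD v3.1. No genome sequence or annotation file was at hand, so exon and untranslated region context was not added.

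Total counts ranged from 51014538 to 104406293 per sample. Levels are given as CPM, counts scaled to a library of 1000000, and 1 CPM stood for 51 to 104.4 counts. The smallest level that the depth could show, taken as 3 counts, was 0.029 to 0.066 CPM. Total counts did not differ between the breeds at 0 h (exact permutation P = 0.1714), 2 h (P = 0.4) or 8 h (P = 0.4). The labels named no sequencing batch, and the table headers showed that all tables had been exported on the same day. In 4 samples, however, the reads of COL1A1, a collagen gene, had been counted in another way, with 66.2 to 67.1 covered bases per count against 111.8 to 119 in the other 20. A larger share of all reads had also matched in them, 96.23% to 96.54% against 92.88% to 95.25%. These were Angus animal 4, Holstein animal 2 and Holstein animal 4 at 0 h and Angus animal 3 at 2 h. They were kept in the main fits, and fits without them are given beside these. All 36 pairs of samples within a group differed by more than sampling noise (chi-square per degree of freedom from 29.6 to 414.6), and none was treated as a duplicate.

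Differential expression was computed from the counts with edgeR 4.0.16 in R 4.3.3. Following the methods of the study, rows that reached 1 CPM or more in no fewer than 50% of the samples compared were kept. A generalized linear model was tested by a likelihood-ratio test with Benjamini-Hochberg adjustment (false discovery rate, FDR). Libraries were scaled by trimmed mean of M-values (TMM), a step that the study does not name. The study listed CCL20, SAA3, ISG15 and MX2 at 8 h with both breeds together, and the filter used here removed them. The study may therefore have applied its filter in another way. A row was past the threshold when the FDR was under 0.05, the fold change was at least 2 and the average CPM was above 1. Each comparison was fitted on its own samples: LPS at 2 h or 8 h against 0 h with both breeds combined and within each breed, Holstein against Angus at each hour, and the interaction of breed and LPS at 2 h and at 8 h. The fits had no block for the animal, and the fits with one are given beside them. Standard errors came from the information matrix of the fitted model. Group means are of TMM-scaled CPM and are given with the standard deviation between animals. Between breeds, a row was called completely separated when every sample of one breed lay above every sample of the other. For LPS, the criterion was a change in the same direction from 0 h in every animal, with animals paired by the labels. For the interaction, every animal of one breed had to show a larger change from 0 h than every animal of the other. The size of the response was the median over rows, per animal, of the log2 change from 0 h, with a pseudocount of 1 CPM, over the rows that rose past the threshold with the breeds combined. It was compared between breeds with an exact permutation test over all 70 assignments of 4 and 4 animals, for which the smallest possible P is 0.0286.

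Genes named in the text were fixed by rule before the processed tables were seen. The rule took TLR4, IL8, TNF, CCL20 and CCL5 in every comparison, CXCL12, CXCR4, TLR2, DNMT1, UHRF1, ASIP, NTRK2 and ADAMTS5 between breeds, and NFKBIA, IL6, SAA3, ISG15 and MX2 for LPS and the interaction. It added the 3 largest rises and the 3 largest falls among rows past the threshold that met these criteria in the combined, breed and interaction comparisons. Where a symbol was on several rows, as for IL6, the row with the most counts was used. Genes under the CPM filter in a comparison were not tested there, and their CPM is given in place of a test.

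The fits were tested on simulated counts drawn from the real means and library sizes, with 200 rows changed by known amounts. The likelihood-ratio test recovered 99.5% of the changed rows in the breed comparison at 0 h, with 22% of its calls false. The quasi-likelihood F test of edgeR recovered 96% with 5.9% false. For LPS at 2 h, the shares were 98% recovered with 11.7% false for the likelihood-ratio test and 96% with 5% false for the F test. For the interaction at 2 h they were 92.5% with 13.6% false and 88.5% with 3.8% false. The likelihood-ratio test therefore called more false rows than the nominal 5% in the simulation, and the F test is given beside it where it matters.

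The alternatives were the F test, the DESeq2 1.42.0 Wald test with its size factors, RLE scaling, library size alone, no filter, at least 10 counts in every sample, all 24 samples in a single fit, a single row per gene symbol, the FDR limit alone, the replicate number as a block, and each animal left out in turn. For the size of the response they were a pseudocount of 0.1, the mean in place of the median, rows from the fit with the block, rows with an average CPM over 10, and library size alone. The F test with the block, and the fits without the 4 samples in which COL1A1 reads had been counted in another way, were added after the data had been seen. Marker sets were scored as the mean log2(CPM + 1) over genes listed before the data were seen. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 was used for the tables and the exact tests.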

Results

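RNA-Seq was used to ask whether fibroblasts from dairy (Holstein) and beef (Angus) heifers differ in gene expression at rest and after LPS. The 24 samples held 32672866 to 68883145 reads each, with a mean of 54182907. Of these reads, 92.88% to 96.54% matched the genome, which left a mean of 51329094 matched reads per sample. Rows with an annotated gene took 79.47% to 87.72% of the counts. The 10 largest rows took 10.96% to 23.8%, and the mitochondrial chromosome 1.23% to 1.73%. A row was taken as detected when its level reached 1 CPM or more in no fewer than 50% of the 8 samples of a time point, which held for 20385 rows at 0 h, 20184 at 2 h and 20679 at 8 h. Of the detected rows, 13055, 12931 and 13099 carried a gene symbol, respectively. When the limit was 10 counts in place of 1 CPM, 32110 rows were detected at 0 h.

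The first principal component of the log-scaled expression held 35% of the variance and separated the breeds, and the second, with 18.3%, separated the 2 h samples from the rest. On the first component, the Angus animals were spread more widely than the Holstein animals, and Angus animal 3 lay nearest to the Holstein samples at every hour.

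**Figure D1:**
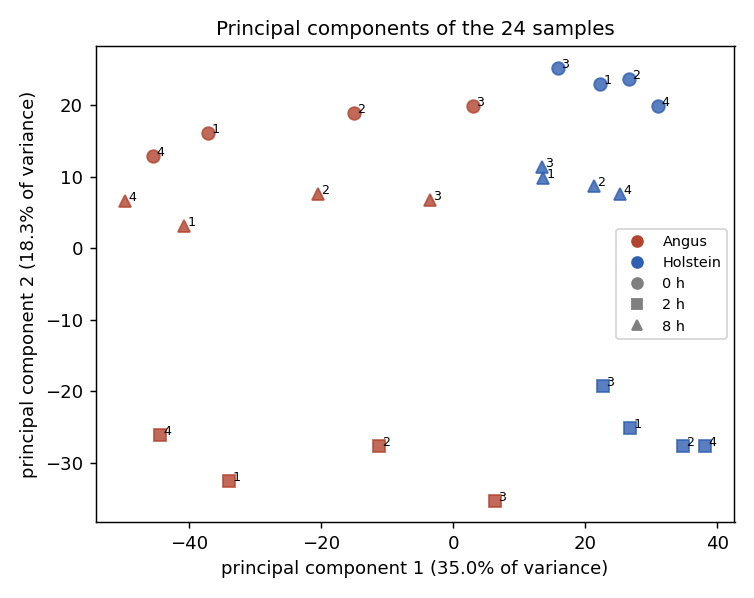
Each point is a sample, placed by its score on the first principal component (35% of the variance, horizontal axis) and on the second (18.3%, vertical axis), coloured by breed, shaped by hour and numbered by animal. Samples of the 2 breeds lie apart along the horizontal axis, and samples of the same animal keep their order from hour to hour.

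The animal number in the labels was checked as a pairing of the samples. After group means were removed, samples of the same animal at 0 h and 2 h correlated with a mean r of 0.658 across genes (lowest 0.545), against -0.218 for different animals of the same breed. At 0 h and 8 h the mean r was 0.619 for the same animal and -0.205 for different animals. These are correlations across genes, which are not independent replicates. The same number in the 2 breeds named unrelated animals, with a mean r of -0.112 at 0 h for equal numbers and 0.037 for unequal ones. The pairing of the hours within an animal was thus taken from the labels, and results with this replicate block are given beside those without it.

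The response to LPS was first examined with the breeds combined, 8 samples per hour. At 2 h, 568 of 20157 rows were past the threshold relative to 0 h, 419 higher and 149 lower, and 353 of them carried a gene symbol. In 95.4% of the 568 rows, the change from 0 h had the same direction in all 8 animals. At 8 h, 290 of 20368 rows were past the threshold, 217 higher and 73 lower, 199 with a symbol, and 90% changed in the same direction in all 8 animals. The hours shared 103 rows, while 465 were past the threshold only at 2 h and 187 only at 8 h. With the animal as a replicate block, the counts were 599 at 2 h and 330 at 8 h. When the 4 samples with another counting of COL1A1 reads were left out, they were 582 and 285. COL1A1 and LOC100847582, which overlaps it, were among the falls at 8 h (-1.354 with FDR = 0.0031 and -1.318 with FDR = 0.00312), but without these samples their log2 fold changes were -0.2711 (FDR = 0.212) and -0.2754 (FDR = 0.199). The FDR limit alone, with no limit on fold change or CPM, moved the counts most, to 4436 and 2606 rows.

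**Figure D2:**
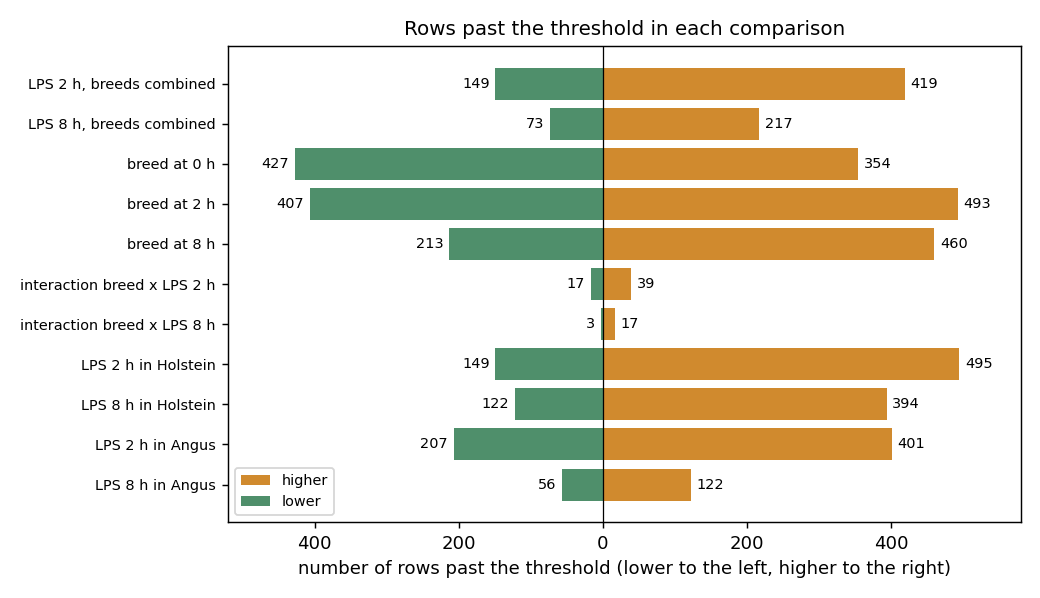
Bars give the number of rows past the threshold in each comparison (horizontal axis, 0 in the middle), those higher after LPS, or in Holstein for the breed and interaction comparisons, to the right and those lower to the left. Between breeds the bars reach 493 higher and 427 lower rows, and the interaction bars reach 39 and 17.

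IL8 (chromosome 6, 90559882 to 90563647) had the largest rise at both hours among the rows that passed the CPM filter. Its log2 fold change was 8.359 (standard error 0.445, FDR = 7.68e-44) at 2 h and 8.62 (0.528, FDR = 1.73e-30) at 8 h. CCL5 (chromosome 19, 14823470 to 14831157) rose by 5.634 (0.597) at 2 h and 7.062 (0.611) at 8 h, and IL6 (chromosome 4, 31578311 to 31582679) by 6.462 (0.583) and 6.965 (0.476). NFKBIA (chromosome 21, 46065546 to 46068942) changed by 4.605 (0.31) at 2 h and by a smaller 3.234 (0.262) at 8 h. The FDR of CCL5, IL6 and NFKBIA was 4.36e-13 or lower at both hours. CD83 (chromosome 23, 42335196 to 42354922) completed the 3 largest tested rises at 2 h that were shared by all animals, with 6.896 (0.525). The largest falls at 2 h were those of KCNE4 (chromosome 2, 111987824 to 111991013), -3.47 (0.524), the overlapping pair LOC100848155 and TXNIP on chromosome 3, -2.497 (0.362) and -2.446 (0.309), which lie on opposite strands and can share counts. At 8 h, the largest fall was found in an interval without a gene symbol on chromosome 20 (3159608 to 3535865), -2.862 (0.397), which overlaps FGF18. An interval on chromosome 15 (15524180 to 15585021), -2.077 (0.228), and HDAC9 (chromosome 4, 27066696 to 27268346), -1.883 (0.338), followed. TLR4, the receptor for LPS (chromosome 8, 108828899 to 108839911), did not change at 2 h (-0.2233, standard error 0.529, FDR = 0.861) or at 8 h (-0.3496, 0.462, FDR = 0.709).

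TNF, CCL20, SAA3, ISG15 and MX2 were under the CPM filter with the breeds combined, and so was CX3CL1, so that their rises were not ranked with those above. CX3CL1 went from 0.005 ± 0.006 CPM at 0 h to 2.065 ± 2.087 at 2 h in Angus, and from 0 to 7.311 ± 5.325 in Holstein (SD, n = 4). CCL20 (chromosome 2, 116759408 to 116762490) had 0 counts in all 8 samples at 0 h, where 3 counts would have been 0.029 to 0.066 CPM. It reached 1.708 ± 3.13 CPM in Angus and 1.88 ± 1.609 in Holstein at 2 h (SD, n = 4), and 1.004 ± 1.332 and 8.78 ± 5.966 at 8 h. TNF (chromosome 23, 27533901 to 27536674) was at 3.144 ± 1.9 CPM in Holstein and 0.451 ± 0.661 in Angus at 2 h, and at 8 h it was back to 0.079 ± 0.027 and 0.02 ± 0.018 (SD, n = 4). SAA3, ISG15 and MX2 were mainly seen at 8 h, at 11.419 ± 3.724, 18.886 ± 10.455 and 5.408 ± 1.697 CPM in Holstein and 3.557 ± 4.068, 5.247 ± 6.046 and 0.384 ± 0.272 CPM in Angus.

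The breeds were then compared at each hour, 4 animals against 4. Before LPS, 781 of 20385 rows were past the threshold, of which 354 were higher and 427 lower in Holstein. At 2 h the number was 900 of 20184, 493 higher and 407 lower, and at 8 h it was 673 of 20679, 460 higher and 213 lower. Complete separation of the 8 animals was seen in 76.3%, 77.4% and 81.9% of these rows. Over the 3 hours, 1393 rows were past the threshold at least once and 300 at all hours, 178 of the latter always higher in Holstein and 120 always lower. Of the 781 breed rows at 0 h, 66 were LPS rows at either hour. At 2 h, 83 of the 900 breed rows were LPS rows at that hour, and at 8 h 67 of the 673 were. LPS rows made up a smaller share of all rows tested for LPS, 568 of 20157 at 2 h and 290 of 20368 at 8 h. Without Angus animal 3, the number of breed rows rose to 1120 at 0 h, 1289 at 2 h and 1133 at 8 h. The F test gave 571, 759 and 523 rows. Without the 4 samples in which COL1A1 reads had been counted in another way, 3 Angus and 2 Holstein animals remained at 0 h, and 259 rows were past the threshold. All 754 of the 781 rows that could still be tested kept their direction.

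TLR4 was more highly expressed in Holstein at each hour, with a log2 fold change of 1.591 (standard error 0.503, FDR = 0.0209) at 0 h, 2.013 (0.414, FDR = 9.66e-05) at 2 h and 1.335 (0.362, FDR = 0.00457) at 8 h. Its level was low, 3.731 ± 1.232 CPM in Holstein and 1.237 ± 1.012 in Angus at 0 h (SD, n = 4), and at that hour the animals of the breeds overlapped, with Angus animal 3 at 2.721 CPM and Holstein animal 3 at 2.605. With the F test the FDR of TLR4 was 0.0776 at 0 h, 0.0179 at 2 h and 0.0415 at 8 h.

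IL8, CCL5, CCL20 and TNF were not tested between the breeds at 0 h, because they were under the CPM filter. At that hour IL8 was at 0.123 to 0.24 CPM in Angus and 0.055 to 0.09 CPM in Holstein, levels of few counts. At 2 h, IL8 was at 46.851 ± 26.433 CPM in Holstein and 39.849 ± 39.054 in Angus (SD, n = 4), a difference smaller than the spread between animals (log2 fold change 0.2285, standard error 0.639, FDR = 0.841). By 8 h IL8 was at 84.934 ± 31.641 CPM in Holstein and 18.583 ± 14.165 in Angus, and all Holstein animals lay above all Angus animals (2.195, standard error 0.507, FDR = 0.00108). CCL5 gave 2.524 (0.629, FDR = 0.00306) at 8 h and 1.722 (0.77, FDR = 0.108) at 2 h. CCL20 at 8 h gave 3.121 (0.988, FDR = 0.0276), and TNF at 2 h gave 2.789 (0.882, FDR = 0.0205) without complete separation. For these last comparisons the F test placed IL8 at FDR = 0.0369, CCL5 at 0.045, CCL20 at 0.0641 and TNF at 0.0636.

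**Figure D3:**
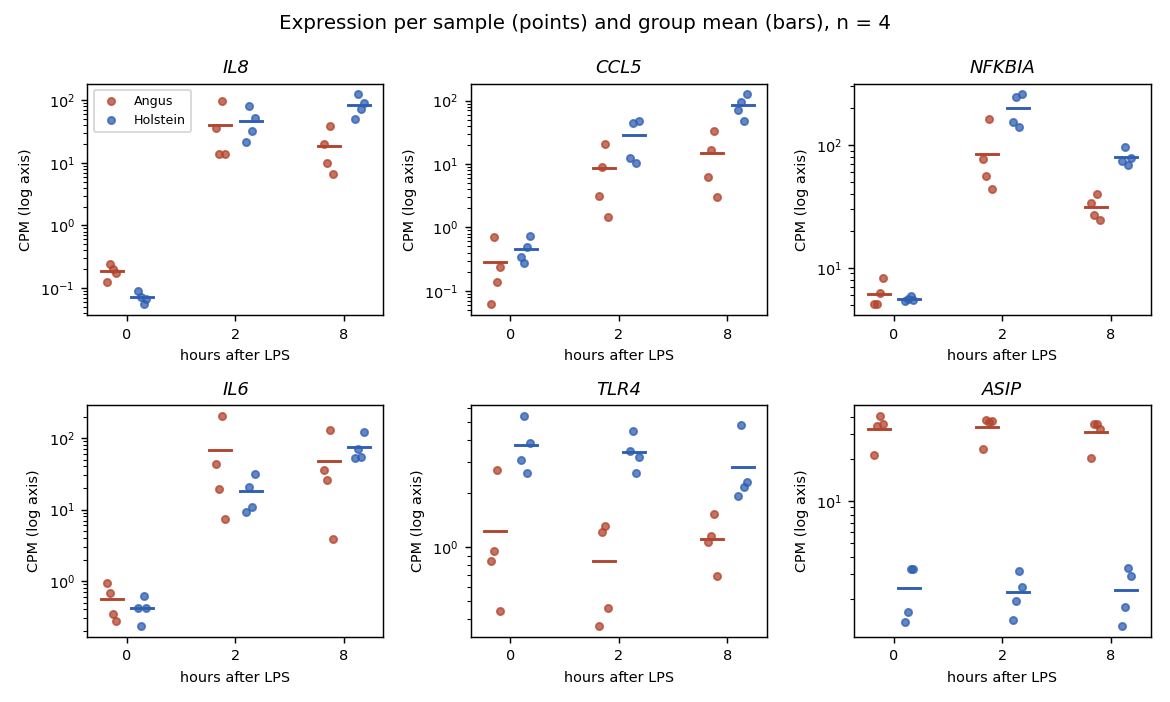
Each point is the TMM-scaled CPM of a sample (vertical log axis) at 0, 2 and 8 h after LPS (horizontal axis) in Angus and Holstein, and each short bar is the mean of the 4 animals. IL8 at 8 h has means of 84.934 in Holstein and 18.583 in Angus, and ASIP is higher in every Angus sample than in any Holstein sample.

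Several genes were lower in Holstein. ASIP, which encodes agouti signalling protein (chromosome 13, 64213312 to 64239964), was at 2.374 ± 1.021 CPM in Holstein and 32.952 ± 8.227 in Angus at 0 h (SD, n = 4). Its log2 fold change was -3.795 (standard error 0.317, FDR = 2.86e-23) at 0 h, -3.926 at 2 h and -3.739 at 8 h. CXCL12 (chromosome 28, 45410676 to 45418794) gave -2.504 (0.632, FDR = 0.00357), -2.877 (0.605, FDR = 0.000293) and -2.685 (0.536, FDR = 0.000159) at the 3 hours. CXCR4 differed at 0 h (-1.605, standard error 0.479, FDR = 0.013) and was not past the FDR limit at 2 h (FDR = 0.162) or 8 h (FDR = 0.165). TLR2 gave -1.78 (0.319) at 0 h and -1.49 (0.282) at 2 h, with an FDR of 4.43e-06 and 1.2e-05, and -0.8661 (0.326, FDR = 0.0502) at 8 h. UHRF1 (chromosome 7, 20436669 to 20469912) changed by -1.205 (0.312, FDR = 0.00302), -1.025 (0.275, FDR = 0.00312) and -0.9593 (0.264, FDR = 0.00504). DNMT1 (chromosome 7, 15913445 to 15956917) differed by less, -0.6304 (0.232, FDR = 0.0499) at 0 h, -0.5448 (0.214, FDR = 0.0537) at 2 h and -0.5565 (0.179, FDR = 0.018) at 8 h. NTRK2 and ADAMTS5 were not past the FDR limit between breeds at any hour, with an FDR between 0.183 and 0.569. Among the fits that each left out an animal, NTRK2 passed it in 1 of 8 at each hour. ADAMTS5 passed it in 1 of 8 at 8 h. For CXCL12 at 0 h the F test gave an FDR of 0.0537 and for DNMT1 0.101.

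The largest separated differences at 0 h were ISLR2 (3.729), AFAP1L2 (3.542) and FAM131B (3.536) among rows higher in Holstein, and CRISPLD1 (-4.9), ASIP and an interval on chromosome 13 (28170528 to 28176260, -3.759) among those lower. At 2 h the rows higher in Holstein were led by IGSF9B (chromosome 29, 33679906 to 33702558, 7.109, standard error 0.75), MAPK13 (5.184, 0.404) and the interval that begins at the next base after IGSF9B (33702559 to 33755351, 4.044, 0.478). SLC32A1 (-3.991, 0.517), ASIP and CRISPLD1 (-3.801, 0.727) were the lowest. At 8 h CX3CL1 (3.906, 0.827), MX2 (3.812, 0.481) and CD200 (3.711, 0.545) led the rises, and SLC32A1 (-4.256, 0.541), ASIP and the same chromosome 13 interval (-3.583, 0.81) the falls. All of these had an FDR of 0.0164 or lower.

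Whether the breeds differed in their response was tested with the interaction of breed and LPS. At 2 h, 56 of 20157 rows were past the threshold. The signed log2 change was higher in Holstein than in Angus for 39 of them and lower for 17. At 8 h there were 20 of 20368 rows, 17 and 3. These counts depended on the model. With the replicate block for the animal, under which samples of the same animal are compared with each other, the likelihood-ratio test gave 126 and 100 rows, while the F test without a block gave 16 and 0 rows. The F test with the block, chosen after seeing the data, gave 74 and 22.

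At 8 h the interaction for IL8 was 3.565 on the log2 scale (standard error 0.73, FDR = 0.00276), and for NFKBIA it was 1.479 (0.254, FDR = 6.86e-05). NFKBIA rose from 5.57 ± 0.223 to 79.201 ± 12.267 CPM in Holstein and from 6.117 ± 1.488 to 31.112 ± 6.861 CPM in Angus (SD, n = 4). PSMB9 (chromosome 23, 7127079 to 7133609) gave 1.71 (0.426, FDR = 0.0425). HDAC9, -1.853 (0.443, FDR = 0.0284), and FIBP (chromosome 29, 44665294 to 44669337), -1.136 (0.264, FDR = 0.0175), fell further in Holstein, and FIBP moved in opposite directions, from 62.416 ± 4.305 to 36.591 ± 3.575 CPM in Holstein and from 40.859 ± 10.299 to 52.443 ± 13.784 in Angus. At 2 h the largest interactions among completely separated rows were an interval of chromosome 29 (44672652 to 44672787), 2.327 (0.541), DUSP5 (chromosome 26, 31326750 to 31339518), 2.302 (0.531), DUSP6 (chromosome 5, 19276348 to 19280028), 2.239 (0.47), an interval of chromosome 10 (7502909 to 7562213), -2.838 (0.458), RASL11B (chromosome 6, 70179364 to 70183823), -1.622 (0.341), and MTSS1 (chromosome 14, 16971033 to 17132800), -1.509 (0.368), with an FDR of 0.0136 or lower. Larger values were found in rows without complete separation, which the naming rule left out. These were LOC100848478 (11.32, standard error 1.68), LOC613534 (4.239, 0.994), CTSW (2.598, 0.619) and RPS27 on chromosome 17 (-5.496, 1.26) at 2 h, and LOC100848478 (11.7, 1.51), LOC613534 (5.063, 0.97) and the same RPS27 row (-5.653, 1.31) at 8 h. LOC100848478 and LOC613534 lie within SRPK2 and APBB2, whose covered bases per count differed by up to 3.401 and 1.824 times between samples. DUSP6 started lower in Holstein, at 3.387 ± 0.93 CPM against 8.414 ± 4.438 in Angus, and ended higher, at 26.507 ± 7.672 against 14.04 ± 1.892. The main interaction fits had no block for the animal. CCL5 rose more at 8 h in every Holstein animal than in every Angus animal. The interaction did not pass the FDR limit at 8 h for CCL5 (1.844, standard error 0.957), IL6 (1.013, 0.959) or TLR4 (-0.257, 0.66), each with an FDR of 1. At 2 h it did not for IL8 (1.611, 0.865), and IL6 pointed to a larger rise in Angus (-1.515, 1.04), again with an FDR of 1. With the F test, the FDR at 8 h was 0.752 for IL8 and 0.227 for NFKBIA.

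Within Holstein alone, 644 rows were past the threshold at 2 h (495 higher and 149 lower) and 516 at 8 h (394 and 122). Within Angus the numbers were 608 at 2 h (401 and 207) and 178 at 8 h (122 and 56). With the replicate block they were 683 and 567 in Holstein, and 674 and 255 in Angus. A difference in these counts is not itself a test of a breed difference. IL8 had a log2 fold change of 9.338 (0.513) at 2 h and 10.21 (0.433) at 8 h in Holstein, and 7.734 (0.619) and 6.633 (0.533) in Angus. The FDR limit alone gave 3017 rows for Holstein at 8 h and 804 for Angus.

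The size of the response was compared per animal. Over the 419 rows that rose at 2 h, the median log2 change was 1.286 ± 0.059 in Holstein and 1.163 ± 0.185 in Angus (SD, n = 4, difference 0.1234, exact permutation P = 0.2571). Over the 217 rows that rose at 8 h, it was 1.423 ± 0.191 in Holstein and 0.919 ± 0.318 in Angus (n = 4, difference 0.5038, exact permutation P = 0.05714). At 8 h Angus animal 3, at 1.325, lay above Holstein animal 3, at 1.163. All other Angus animals were below all Holstein animals, from 0.553 in Angus animal 4 to 1.592 in Holstein animal 4. Leaving out Angus animal 3 raised the difference at 8 h to 0.6389 (exact permutation P = 0.0286, the smallest that 3 animals against 4 allow). The largest shift was downward, to 0.2408 (exact permutation P = 0.3), when the 3 animals whose 0 h samples had another counting of COL1A1 reads were left out. With the 3 Angus and 2 Holstein animals that remained, P cannot be under 0.1.

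**Figure D4:**
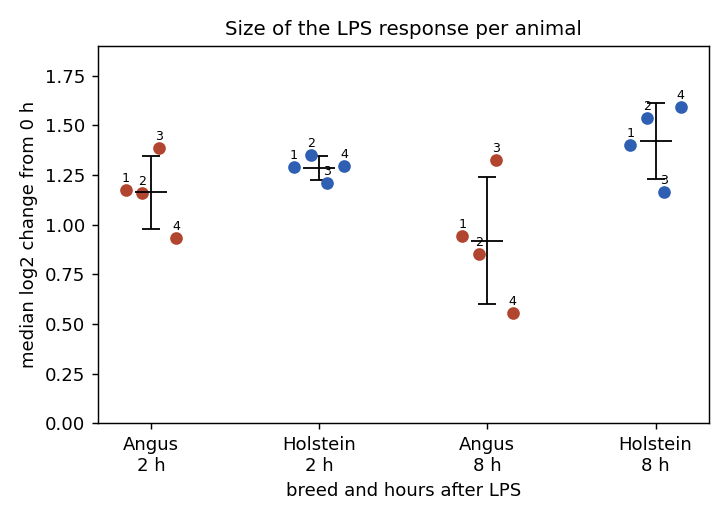
Points give the median log2 change from 0 h for each animal (vertical axis), numbered by animal, for Angus and Holstein at 2 h and 8 h (horizontal axis), with the mean and standard deviation of the 4 animals in black. At 8 h the means are 0.919 in Angus and 1.423 in Holstein, and only Angus animal 3, at 1.325, reaches the Holstein range.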

Values the study reported

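The study reported about 54 M reads per sample, with 95 % of them aligned and a mean of 51 M. It counted 20,356 detected targets at 0 h, 21,411 at 2 h and 21,590 at 8 h. For LPS with both breeds together, it listed 624 transcripts at 2 h, 470 of them rising and 154 falling, and 331 at 8 h, 250 rising and 81 falling. Its breed comparison found 844 genes at 0 h, 968 at 2 h and 730 at 8 h, and Holstein had the higher level for 369, 517 and 477 of these. The fold change it gave for TLR4 was 3.0 at 0 h, 4.0 at 2 h and 2.5 at 8 h, and for IL8 at 8 h it was 4.5.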

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

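In 119 groups of 4 samples, the gap between an extreme sample and its nearest neighbour was divided by the range of the group. The ratio was above the 95% critical value of Dixon's test in 8 groups, where 6.0 would be flagged by chance, so the number of flags is close to what chance gives. For the depth measures, the matched share of reads in Holstein at 2 h was flagged (0.946), with animal 4 at 94.01% and the others at 94.36% to 94.38%, a small difference. The counts per matched read in Angus at 2 h were flagged as well (0.92), with animal 3 at 1.712 and the others at 1.511 to 1.527. That sample was also one of those with another counting of COL1A1 reads, and its 10 largest rows took 23.2% of the counts. For single genes, the flags were TLR4 in Holstein at 8 h (0.863, animal 2 at 4.799 CPM), CCL20 in Angus at 2 h (0.935, animal 3 at 6.394), ISG15 in Angus at 8 h (0.838, animal 3 at 14.187), ASIP in Angus at 2 h (0.944, animal 1 at 23.711), NTRK2 in Holstein at 2 h (0.897, animal 3 at 9.13) and ADAMTS5 in Angus at 8 h (0.859, animal 3 at 27.882).

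Of the 8 flags, 4 belong to Angus animal 3, whose CCL20, ISG15 and ADAMTS5 lay above those of the other Angus animals. This animal also lay nearest to the Holstein samples on the first principal component. A mislabelled Holstein sample was weighed as a technical explanation, with a prediction written after the pattern had been seen. At 0 h, 728 rows separated the other animals, and Angus animal 3 was nearer to the Angus mean in 226 of them (31.0%). The remaining rows placed it nearer to Holstein, so this share alone does not tell a mislabelled sample from an Angus animal of intermediate expression. A gene named beforehand speaks against a Holstein animal under an Angus label, since ASIP was at 40.593 CPM in Angus animal 3 at 0 h and at most at 3.261 CPM in any Holstein sample at that hour. The 3 hours of each Angus animal also stayed together, with a lowest r across genes of 0.656 between 0 h and 2 h and of 0.603 between 0 h and 8 h, which speaks against an exchange of single samples but not of a whole animal. The share over all rows thus leaves a mislabelled animal open, while ASIP argues against it for that gene. TLR2, also named beforehand, was at 1.49 CPM in Angus animal 3 at 0 h and at most at 0.454 CPM in Holstein. TLR4, DNMT1 and UHRF1 of this animal lay within the Holstein range at that hour. No biological explanation was tested for a single animal.

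COL1A1 (chromosome 19, 37088246 to 37105011) was flagged from the mean coverage, a column that no comparison used. Mean coverage times row length, divided by the count, gave 66.2 to 67.1 covered bases per count in 4 samples and 111.8 to 119 in the other 20, a gap of 1.67 times. The 4 samples were Angus animal 4, Holstein animal 2 and Holstein animal 4 at 0 h and Angus animal 3 at 2 h. COL1A1 was at 31482.7 to 49172.5 CPM in them and at 5426.9 to 11785.2 CPM in the rest, and LOC100847582, which overlaps it on the opposite strand, moved with it. Of 6079 rows with at least 1000 counts in every sample, only these 2 both differed by at least 1.5 times in covered bases per count and had the same 4 samples at the end of their range. If the cultures had made more collagen in general, COL1A2 would have followed, but its median CPM in the 4 samples was 0.98 times that in the others. The share of matched reads was also higher in the 4 samples, 96.23% at the lowest against 95.25% at the highest in the others, a difference of 0.98 points. These tests, all with predictions written after the counts had been seen, are consistent with reads having been matched or trimmed in another way in these samples. The 4 samples fall in both breeds, but 3 are at 0 h and none is at 8 h, so they coincide in part with the LPS comparisons. COL1A1 was called lower at 8 h with the breeds combined (-1.354, FDR = 0.0031), and without these samples its log2 fold change was -0.2711 (FDR = 0.212), with a prediction also written after the pattern had been seen. In Holstein it went from -1.345 to -0.03067 at 2 h and from -1.595 to -0.2769 at 8 h. The calls of COL1A1 and of LOC100847582 as lower after LPS therefore rest on these samples. No biological explanation was tested for the samples.

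At 8 h the interaction of breed and LPS was flagged for IL8 (3.565), NFKBIA (1.479), PSMB9 (1.71), HDAC9 (-1.853) and FIBP (-1.136), each the difference in log2 change between Holstein and Angus. Among the 35 splits of the animals, 1 gave as many as the 20 interaction rows at 8 h, the real one, and the highest of the others gave 6. For NFKBIA, the interaction was past the FDR limit in all 8 fits that each left out an animal, with a highest FDR of 0.00364. For IL8 this failed in 1 of the 8 fits, for FIBP in 5, and for HDAC9 and PSMB9 in 6. With the edgeR F test and the replicate block, the FDR was 0.0366 for NFKBIA, 0.031 for FIBP, 0.0505 for IL8, 0.0899 for HDAC9 and 0.0955 for PSMB9. Without the 4 samples in which COL1A1 reads had been counted in another way, the interaction was 3.595 for IL8 (FDR = 0.179) and 1.291 for NFKBIA (FDR = 0.0194). IL8 had 3 to 6 counts per Holstein sample and 10 to 21 per Angus sample at 0 h, so part of its interaction rests on a baseline of few counts (0.071 and 0.185 CPM).

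Depth and the share of the largest rows were weighed for the response at 8 h, with predictions written before the results. Total counts did not differ between the breeds at that hour (exact permutation P = 0.4). The 10 largest rows, however, took 15.09% to 16.07% of the counts in Holstein and 10.96% to 13.96% in Angus at 8 h (exact permutation P = 0.02857, the smallest that 4 against 4 allow, and 0.5143 after adjustment over 18 depth tests). The prediction named a difference in this share but not its direction. A larger share in Holstein at 8 h would lower the CPM of its other genes at that hour, and so would not by itself make the Holstein response look larger. The share was also higher in Holstein at 0 h, with a mean of 19.38% against 15.035%, and the response is a change from 0 h. Scaling by library size only, which does not correct for this, gave a difference in the size of the response of 0.5138 at 8 h, against 0.5038 with TMM. The share differed by more at 0 h (4.345 points) than at 8 h (2.98), which by itself would enlarge the change from 0 h in Holstein. The share can thus act in either direction, and the test cannot decide whether it added to the larger response in Holstein. The interactions at 8 h are not called biological, because the difference in the proliferation markers between the breeds was not separated from breed. For IL8, PSMB9, HDAC9 and FIBP, the call was also lost in some of the fits without an animal, which was not the case for NFKBIA.

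At 2 h the flagged interactions were the interval of chromosome 29 from 44672652 to 44672787 (2.327), DUSP5 (2.302), DUSP6 (2.239), the interval of chromosome 10 from 7502909 to 7562213 (-2.838), RASL11B (-1.622) and MTSS1 (-1.509). Only the real one of 35 splits gave 56 rows, and the highest of the others gave 3. The chromosome 10 interval, DUSP6 and RASL11B kept an FDR under 0.05 in all 8 fits without an animal, whereas the others lost it in 4 or 5 fits. Under the F test without a block, the chromosome 10 interval alone stayed past the limit, at an FDR of 0.017. With the block it was at 0.00096, DUSP6 at 0.0153, RASL11B at 0.0185 and MTSS1 at 0.03. Leaving out the 4 samples with another counting of COL1A1 reads moved the interaction of DUSP6 to 1.87 (FDR = 0.126) and that of RASL11B to -1.351 (FDR = 0.11). The chromosome 29 interval lies upstream of FIBP (44665294 to 44669337), which is on the minus strand. It ends at the base before FOSL1 (44672788 to 44679319), whose interaction at 2 h was also past the threshold (1.813, FDR = 0.0141). Without the genome sequence, the content of the interval is not known. A difference between the breeds in the early response of these genes is a hypothesis that other animals would have to test.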

How the results depend on the processing

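The designs, the alternatives and the rule for the named genes were fixed before the processed files arrived, except for the F test with the replicate block and the fits without the 4 samples in which COL1A1 reads had been counted in another way, which were chosen after seeing the data. Of 236 alternative values of the 16 main results, 197 stayed within 1.5 times the main count, or on the same side of the test, and 39 did not. The counts for LPS at 8 h with the breeds combined and in Holstein, and the breed count at 2 h, did so only under the FDR limit alone. Each of the 16 results moved past this limit under at least 1 alternative, so none was unchanged under all of them.

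With the FDR limit alone, the counts rose to 4436 and 2606 rows for LPS at 2 h and 8 h, to 2816, 4050 and 3411 between breeds at 0, 2 and 8 h, to 88 for the interaction at 2 h, to 3505 and 3017 in Holstein and to 2799 and 804 in Angus. Outside the interaction, most rows with a low FDR thus had changes under 2 times or an average of at most 1 CPM. With a single row per gene symbol, which removes the intervals, the counts were 370 for LPS at 2 h, 27 for the interaction at 2 h, 407 and 404 at 2 h in Holstein and Angus, and the detected rows were 12984, 12863 and 13031. With a limit of 10 counts in place of 1 CPM, 32110, 31906 and 32503 rows were detected at the 3 hours.

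The interactions depended most on the model, with shifts in both directions. The F test gave 16 rows at 2 h and 0 at 8 h, and 90 rows for LPS at 8 h in Angus. The replicate block gave 126 and 100 interaction rows, since it removes the spread between animals, and a single fit of all 24 samples gave 12 at 8 h. The F test with the block gave 74 and 22, above the main counts of 56 and 20. In simulation the likelihood-ratio test called more false rows than the F test, but only fits without a block were simulated. As samples of the same animal were correlated (mean r across genes 0.658 and 0.619), the simulation does not show which of these counts is nearest to the truth. Library size only gave a difference in response of 0.2135 at 2 h (exact permutation P = 0.0286), so that comparison depends on the scaling.

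Without the 4 samples in which COL1A1 reads had been counted in another way, the breed comparison at 0 h gave 259 rows and the interaction at 8 h gave 6. These fits kept 5 and 13 samples, and the fall cannot be split between fewer samples and an effect of the counting. All rows tested kept their direction, but the samples left had been part of the main fits too. The direction therefore does not decide between the explanations. The difference in response at 8 h was 0.2408 over the 5 animals left (exact permutation P = 0.3, where 3 against 2 allow no less than 0.1).

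Across the fits that each left out an animal, the breed count ranged from 515 to 1120 at 0 h and from 446 to 1133 at 8 h, the interaction from 33 to 81 at 2 h and from 2 to 62 at 8 h, and the difference in response from 0.0463 to 0.1975 at 2 h and from 0.3816 to 0.6389 at 8 h. Leaving out Angus animal 3 gave the highest value of each. Of 83 named results past the FDR limit, 69 stayed past it in all these fits and 14 did not. TLR4 between breeds at 0 h lost it in 5 of 8 fits (highest FDR 0.103). DNMT1 lost it in 6 fits at 0 h (highest FDR 0.202) and in 6 at 8 h (highest FDR 0.0967). CCL20 at 8 h and TNF at 2 h lost it in 5 each.

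All results that reversed had changes near 0 or wide errors. IL8 between breeds at 2 h ranged from -0.1696 to 1.158 without an animal, the TLR4 interaction at 2 h from -0.01511 to 0.7628, the IL6 interaction at 2 h from -2.047 to 0.2158, and TLR4 at 8 h in Angus from -0.2895 to 0.3884. TLR4 at 8 h in Angus was 0.06559 with the replicate block and 0.03719 with the F test and the block. Without the 4 samples with another counting of COL1A1 reads, TLR4 gave 0.1226 for LPS at 2 h, 0.2662 for the same in Holstein and 0.4199 for the interaction at 8 h, and NTRK2 between breeds at 0 h gave -0.02848. Among 1802 alternative values of named genes, 110 lost the FDR limit, 27 gained it and 12 reversed. Of the counts by direction or of named rows, 49 were larger and 42 smaller by over 1.5 times.

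Depth limits the genes of few counts. TLR4 had 46 to 252 counts per Angus sample at 0 h, and at 0 h IL8 in Holstein and CCL20 were near or under the 0.029 to 0.066 CPM that 3 counts stand for, so their fold changes from 0 h are less certain than their levels after LPS.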

Other observations

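Other splits of the same samples were counted for each comparison. For LPS with the breeds combined, 100 splits of the 16 samples were drawn, and only the real one reached 568 rows at 2 h (highest other 357) or 290 at 8 h (highest other 285). Between the breeds, 1 of 35 splits, the real one, gave as many rows at 0 h, 2 h and 8 h, and the highest of the others gave 332, 303 and 186 rows. With the F test the highest others gave 7, 3 and 3 rows against 571, 759 and 523, again 1 of 35 splits at each hour. Within Holstein, 1 of 35 splits gave 644 rows at 2 h and 1 of 35 gave 516 at 8 h. Within Angus, 1 of 35 gave 608 rows at 2 h, but 2 of 35 gave at least the 178 rows of the LPS comparison at 8 h. The larger one, with 426 rows, set Angus animals 1 and 4 against animals 2 and 3, so that differences between Angus animals were larger in this count than the effect of LPS at 8 h. The predictions for the splits were written before their results.

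The breed differences at 0 h were tested against several technical explanations. Only 2 of the 781 rows (0.3%) had over 50% of their summed CPM in a single culture. None (0.0%) had another direction in the mean coverage. The coverage cannot show whether reads were counted in another way, because it rises with the count. For COL1A1, too, it was higher in the 4 samples named above, at least 8809.7 against at most 6387.2 in the other 20. Without the 4 samples in which COL1A1 reads had been counted in another way, 100.0% of the rows that could be tested kept their direction, although the 5 remaining samples were part of the main fit too. These predictions were written after the results had been seen. Keratinocytes carried over from the skin could raise genes in a breed, so 18 keratinocyte genes, listed beforehand, were scored, and their prediction was written before. Their mean at 0 h was 1.372 ± 0.416 log2(CPM + 1) in Holstein and 0.967 ± 0.164 in Angus (SD, n = 4, exact permutation P = 0.1143), with the highest value in Holstein animal 1 (1.995). At 2 h and 8 h the exact permutation P was 0.02857, and 0.1429 after adjustment over 25 tests of marker sets, so a small share of keratinocytes in Holstein cultures is not excluded.

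The lower DNMT1 and UHRF1 in Holstein led to a hypothesis on cell division, written before its result was seen. Over 26 proliferation genes, the mean at 0 h was 6.31 ± 0.559 log2(CPM + 1) in Angus and 5.146 ± 0.359 in Holstein (SD, n = 4), and all 4 Angus animals lay above all 4 Holstein animals (exact permutation P = 0.02857, the smallest that 4 against 4 allow, adjusted 0.1429). At 2 h the means were 6.206 and 5.074 with the same P, and at 8 h they were 6.35 and 5.504 (exact permutation P = 0.05714). A larger share of dividing cells in the Angus cultures is therefore a candidate explanation for DNMT1 and UHRF1, both of which are expressed in dividing cells. Density, passage or growth of the cultures could give the same pattern as breed. The paper describes a common passage at freezing and a common seeding density for the cultures. The files hold no measure of the density or growth of each culture at sampling.

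The same markers followed the order of the animals within each breed. At 0 h the proliferation mean was 6.885, 6.528, 6.261 and 5.565 in Angus animals 4, 1, 2 and 3, whose scores on the first principal component were -45.44, -37.19, -15.07 and 2.99. In Holstein animals 3, 1, 2 and 4 it was 5.444, 5.391, 5.086 and 4.663, with scores of 15.85, 22.33, 26.66 and 31.12. In all 12 pairs of animals of the same breed, the animal with the higher marker mean had the lower score (P = 0.003472 by exact permutation of the 576 orders within breeds, adjusted 0.01389 over the 4 relations examined). The first component is computed from all genes, including those of the cell cycle, so the measures are not independent. The size of the LPS response at 8 h ran the other way to the markers in 11 of the 12 pairs (exact permutation P = 0.02431, adjusted 0.04862). TLR4 at 0 h ran with the size of the response in 10 of 12 pairs, and so did the total count at 8 h, each with an exact permutation P of 0.09028 (adjusted 0.09028), which does not separate either from the other or from no relation at this number of animals. All 4 relations were chosen after the values had been seen, and no correlation coefficient is given, because there were 4 animals per breed.

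From these tests comes a hypothesis that cultures with fewer dividing cells may respond more strongly to LPS at 8 h, in both breeds, with adjusted P = 0.04862 by exact permutation within breeds. Angus animal 3 had the lowest marker mean of its breed, the largest response (1.325) and the position nearest to Holstein, so a difference in growth state is a candidate explanation for its position. Whether breed or growth state accounts for the breed difference in the response cannot be told from these 8 cultures. All Angus marker means lay above all Holstein ones at 0 h and 2 h. At 8 h, Holstein animal 1 (5.824) lay above Angus animal 3 (5.75). Cultures of both breeds matched for growth would be needed.

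Interferon-stimulated genes rose later than the chemokines. The mean of 18 such genes, listed beforehand, changed by -0.017 ± 0.013 in Holstein and -0.021 ± 0.082 in Angus from 0 h to 2 h, and by 2.005 ± 0.531 and 0.691 ± 0.494 from 0 h to 8 h (SD, n = 4). The difference at 8 h was not past 0.05 in the change or in the level (exact permutation P = 0.05714 for each, adjusted 0.1429). In level, Angus animal 3, at 3.25, lay above Holstein animal 2, at 2.981. The prediction was written after the single genes had been seen, and a breed difference in this set is not shown. Holstein animal 2 had the highest TLR4 (4.799 CPM), IL8 (124.815) and CCL20 (16.809) of its breed at 8 h, and the lowest ISG15 (3.481) and MX2 (3.22). The order of the animals for IL8 and CCL20 thus differed from that for ISG15 and MX2, which was not tested. The chemokine CCL5 was highest in Holstein animal 4 (126.435 CPM, against 96.791 in animal 2), as were ISG15 (25.713) and MX2 (7.244).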
